A study of Rattus norvegicus with 4 samples. Its data were reported in "Role of the Egr2 Promoter Antisense RNA in Modulating the Schwann Cell Chromatin Landscape" (2024).

How the data were processed

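Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in primary rat Schwann cells, the glia that ensheath peripheral axons. The cells came from sciatic nerve and were infected for 48 h with a lentivirus. The Lenti-AS virus carried the antisense RNA made from the Egr2 promoter, and the Lenti-GFP virus was the control. There were 4 libraries, 2 per group, each made from 100000 cells per the labels. Groups and replicate numbers were taken from the labels.

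According to the methods of the study, paired-end reads were aligned to the rat rn6 build with bowtie2, duplicates were removed with Picard and peaks were called with MACS2. The version and options of MACS2 are not stated there, and the lists do not record whether reads were shifted for the transposase. The files hold 1 peak list per library, so replicates were not pooled before calling. In each deposited list, the fold enrichment is a ratio of the summit pileup to the local background of the same library. The deposited −log10 p and −log10 q values are those of the same peak within its own library, and both grow with depth. The deposited score was the −log10 q value multiplied by 10 and rounded down in at least 99.9913% of the peaks of each list. These values are the authors'. They were used here to describe, rank or filter peaks within a list. The fold and −log10 p also served to recover pileups and backgrounds, described next, which were compared between libraries. The lowest −log10 q was between 3.05 and 3.08 in the 4 lists. Only the 20 numbered chromosomes, X and Y occur in the lists, and no interval was listed more than once. Positions are given on rn6 and counted from 1.

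The lists hold no read totals. A whole-number summit pileup and a background were therefore recovered for each peak, as the pair for which (pileup + 1) divided by (background + 1) gave the deposited fold and the Poisson upper tail gave the deposited −log10 p. A fit within 0.001 of the −log10 p was found for 100% of the peaks in each list. In 15999 simulated peaks the pileup was recovered for 100%. The median of the lowest backgrounds of a list was taken as its genome-wide background, and this background divided by the smallest peak width as its depth. This is a relative depth: the absolute number of reads was not analysed here, and no counting interval is given. The smallest peak width was 222 bp in Lenti-GFP replicate 1 and 210 bp in the other libraries. It was taken to be the fragment length of the peak caller, which is an assumption.

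Peaks sharing at least 1 bp were merged into regions across the 4 lists. Lists were compared in pairs by the Jaccard index in base pairs (bedtools 2.31.1), and a region was called only in a group when both lists of that group and neither of the other held a peak in it. Clusters were runs of at least 5 peaks with gaps of at most 5 kb. Named regions were up to 3 per direction with the highest mean percentile of fold within their lists, a rule fixed before the data were examined. Differences between group means were tested with an exact two-sided permutation test over the 6 assignments of the 4 libraries, which cannot give a p below 0.333. Overlaps were set against the 3 splits of the libraries into pairs, where the smallest share is 0.333.

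Region strength was compared after ranking fold within each list and turning ranks into normal scores, over regions found in at least 2 lists, with absent peaks tied at the lowest rank. The scores were fitted with limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method. This step was chosen after seeing the data and follows the design that had been fixed for promoters. It was tested on simulated scores with 200 regions changed and the same noise in each region (SD 0.245 log2 units, the median over the regions in all 4 lists). This SD was taken across the 4 libraries on log2 fold before ranking. It therefore includes shifts of a whole library, which ranking removes, and any group difference. The recoveries may thus differ from those at the noise of the ranked scores. For 46625 regions with values under a detection limit tied at the lowest rank, the limma step recovered 39.5% of the changes of 1 log2 unit with 6 false calls, and 75.5% of the changes of 2 log2 units with 7 false calls. For 31790 regions with no absent peaks, as in the fits on regions in all 4 lists, it recovered 57.5% with 8 false calls and 98.0% with 5 false calls. Altogether 7 score tables were fitted, differing in the ranking value and the regions kept. Each was fitted for the 3 splits without a block and with each other split as the block, which made 63 fits. A fit with a block leaves 1 residual degree of freedom.

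Alternatives fixed before the data were examined were a −log10 q of at least 5, equal list sizes by the strongest −log10 p, a stricter overlap of 50%, numbered chromosomes and X only, every row of the list, wider and larger clusters, and leaving out each library in turn for the numbers of peaks, one-group-only regions and clusters. Chosen after seeing the data were equal depth, leaving out each library in turn for the overlap and the rank correlation, the rank correlation of region strength itself, the limma fits and their alternatives, the alternatives for named regions and the comparison of neighbouring regions. For equal depth, the recovered pileups were thinned at random, and the backgrounds scaled, to the genome-wide background per bp of the shallowest library in 20 draws. Peaks were kept at a −log10 p of at least 5.22. Only this background was matched, which was assumed to follow the number of reads, and the signal in peaks was not. Scaled in this way, the median summit pileup in the regions shared by all lists was 33.6 in Lenti-GFP replicate 1, 41 in Lenti-GFP replicate 2, 52.1 in Lenti-AS replicate 1 and 43.1 in Lenti-AS replicate 2. The thinning can only remove peaks and cannot add peaks that a shallow library missed. Neighbouring regions were compared by correlating the difference in strength between adjacent regions on the same chromosome, with a jackknife error over 21 chromosomes. In 31790 simulated regions with a planted correlation of 0.2, it gave 0.200. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6 were used.

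The comparisons planned at promoters, at the genes of the AP-1 network, at Egr2 and for the AP-1 motif need an rn6 genome and annotation. These were not used here, and the gene table at hand is of the GRCr8 build, so no position was assigned to a gene and these results are not reported.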

Results

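To ask how the Egr2 antisense RNA changes open chromatin in Schwann cells, ATAC-seq peak lists of 2 Lenti-AS and 2 Lenti-GFP libraries were compared. Together the 4 lists held 179372 peaks. Lenti-GFP replicate 1 had 54289 peaks and Lenti-GFP replicate 2 had 35646. Lenti-AS replicate 1 had 43312 peaks and Lenti-AS replicate 2 had 46125. The peaks covered 35.4 Mb and 19.7 Mb in the Lenti-GFP libraries, and 24.4 Mb and 26.4 Mb in the Lenti-AS libraries. Median peak width was 559 bp in Lenti-GFP replicate 1 and between 481 bp and 495 bp in the other libraries.

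The libraries differed in depth. Relative to Lenti-GFP replicate 2, the shallowest, the background depth was 2.38 in Lenti-GFP replicate 1, 1.06 in Lenti-AS replicate 1 and 1.41 in Lenti-AS replicate 2. In the 31790 regions shared by all 4 lists, the median summit pileup was 16.0 times the background in Lenti-GFP replicate 1 and 20.7 times in Lenti-GFP replicate 2. It was 26.3 times in Lenti-AS replicate 1 and 21.8 times in Lenti-AS replicate 2. The group means of this ratio were 24.0 ± 3.19 for Lenti-AS and 18.3 ± 3.29 for Lenti-GFP (SD, n = 2 each), with an exact two-sided permutation p of 0.333, the smallest these libraries allow.

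**Figure D1:**
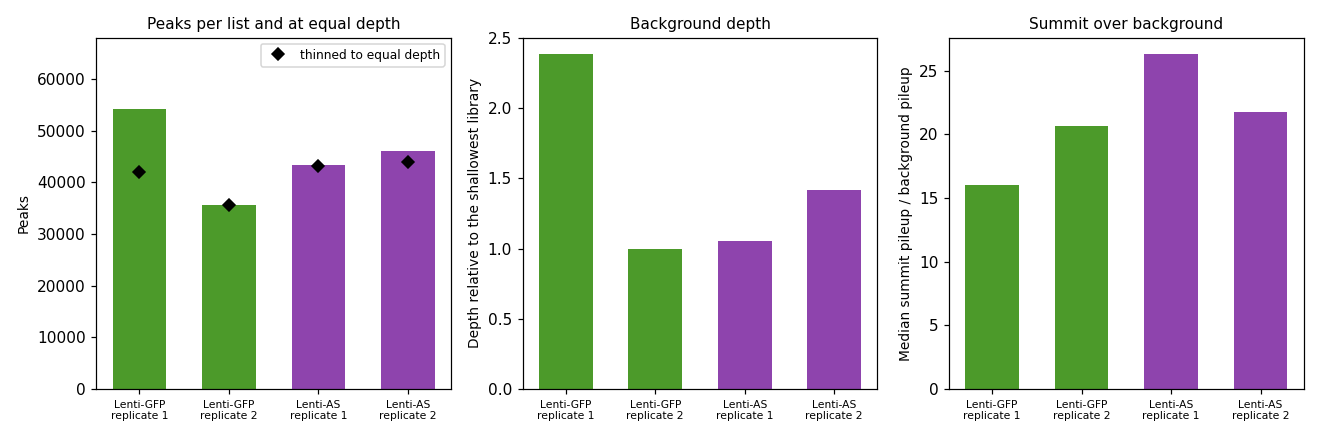
Bars give, for each of the 4 libraries, the number of peaks (left), the background depth relative to the shallowest library (middle) and the median summit pileup over background in shared regions (right), with Lenti-GFP in green and Lenti-AS in purple. Diamonds mark the number of peaks after thinning to equal depth, where Lenti-GFP replicate 1 falls from 54289 to 41993 peaks.

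The number of peaks did not differ between groups beyond the spread of the replicates. The mean was 44719 ± 1989 in Lenti-AS and 44968 ± 13183 in Lenti-GFP (SD, n = 2 each; exact two-sided permutation p = 1). The difference of Lenti-AS minus Lenti-GFP was -249 peaks and moved most when 1 library was left out, to 9073 without Lenti-GFP replicate 1 and -9571 without Lenti-GFP replicate 2. At equal depth, a setting chosen after seeing the data that matches the genome-wide background per bp and not the signal in peaks, it was 4769, with 43588 ± 512 peaks in Lenti-AS and 38819 ± 4488 in Lenti-GFP (SD, n = 2 each; exact permutation p = 0.333).

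Whether libraries of a group share more open chromatin than libraries of different groups was then examined. The Jaccard index was 0.536 for the Lenti-GFP pair and 0.732 for the Lenti-AS pair. The 4 pairs across groups lay between 0.606 and 0.673. The mean within groups minus the mean between groups was -0.0128, and another split of the libraries, which put Lenti-GFP replicate 1 with Lenti-AS replicate 2, gave 0.0310. That split pairs the deeper library of each group. As deposited, the Lenti-AS pair thus overlapped more than each pair across groups and the Lenti-GFP pair less. Another measure was the share of peaks of the shorter list with a reciprocal overlap of 50%, which is not a Jaccard index. By this share, the Lenti-AS pair (0.869) lay below the pair of Lenti-GFP replicate 2 and Lenti-AS replicate 2 (0.882). At equal list sizes the mean Jaccard index within groups minus the mean between groups was 0.00417. The Lenti-GFP pair (0.616) still lay below each pair across groups there. The split that put Lenti-GFP replicate 1 with Lenti-AS replicate 2 still gave a larger value, 0.0170.

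Merging the lists gave 58879 regions, of which 54.0% were found in all 4 lists. Regions found only in the Lenti-AS lists numbered 1060, and 711 were found only in the Lenti-GFP lists. The other splits gave totals of 1735 and 3551 pair-only regions against 1771 for the groups, so as deposited the groups did not stand apart from the other splits. The split with 3551 pairs the deeper library of each group, and 3473 of its regions were found only in that pair. It is therefore also a split by depth and not a neutral reference. Leaving out a library drops a requirement on each region, so by construction it raises these counts. Without Lenti-GFP replicate 1 the Lenti-AS-only regions rose to 7009, and without Lenti-GFP replicate 2 the Lenti-GFP-only regions rose to 9512. At equal list sizes there were 1257 Lenti-AS-only and 1127 Lenti-GFP-only regions, a total of 2384 against 965 and 1607 for the other splits. At equal depth the counts were 2774 and 526, a total of 3300 against 1417 and 2060. The groups had the largest total of the 3 splits in both settings, and a share of 0.333 is the smallest that 3 splits allow.

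**Figure D2:**
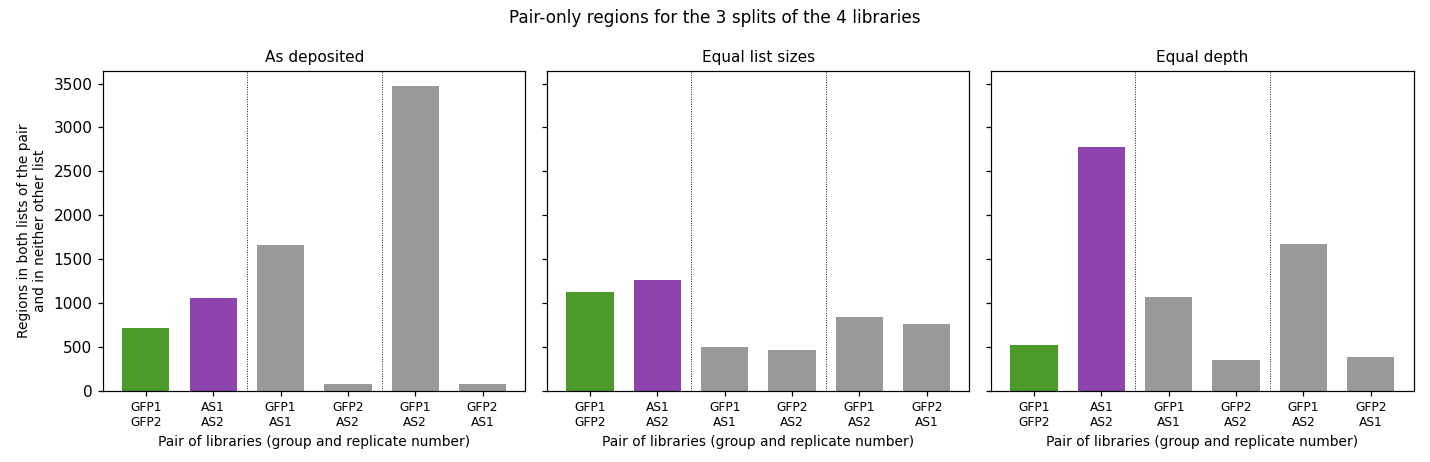
Bars give the number of regions found in both lists of a pair of libraries and in neither other list, as deposited (left), at equal list sizes (middle) and at equal depth (right). Green is the Lenti-GFP pair, purple the Lenti-AS pair and grey the pairs that mix groups, and dotted lines part the 3 splits. As deposited the pair of Lenti-GFP replicate 1 and Lenti-AS replicate 2 has the most, with 3473 regions.

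As deposited, most Lenti-AS-only regions were weak in their lists. Their median percentile of fold was 15.9, and 63 of the 1060 lay above the median of their lists. For Lenti-GFP-only regions the median percentile was 36.8, and 202 of the 711 lay above it. At equal list sizes the median percentile was 31.3 for Lenti-AS-only regions, with 268 of 1257 above the median, and 48.6 for Lenti-GFP-only regions, with 523 of 1127 above it. For the pairs that mix groups it lay between 23.7 and 56.3 there, so both group values fell inside that range. In the deposited lists the mixed pairs lay between 20.5 and 32.2, and both group values fell outside. As deposited, the median distance to the nearest region shared by all lists was 9.20 kb for Lenti-AS-only regions and 27.1 kb for Lenti-GFP-only regions.

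The leading Lenti-AS-only region lay on chromosome 13 from 99004830 to 99005094 (rn6), with a fold of 9.37 in replicate 1 and 8.94 in replicate 2. It was followed by chromosome 20 from 5414344 to 5414611, with folds of 8.72 and 8.94, and chromosome 20 from 3920679 to 3920933, with folds of 11.3 and 7.10. The leading Lenti-GFP-only region lay on chromosome 14 from 24035977 to 24036543, with a fold of 8.34 in replicate 1 and 8.38 in replicate 2. The next were chromosome 1 from 195683295 to 195683937, with folds of 8.16 and 7.38, and chromosome 1 from 11957842 to 11958068, with folds of 5.84 and 7.38. The last of these tied with 1 other region in mean percentile. Ranked by −log10 p in place of fold, the mean percentile of these 6 regions lay between 45.7 and 62.2. No separate test was made of these regions, and none was assigned to a gene. With peaks in 2 lists, they were part of the limma fit below on regions in at least 2 lists, which called 0 regions.

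Strength was compared across the 31790 shared regions by the Spearman correlation of fold, a step chosen after seeing the data. Regions are not independent replicates, so no p-value is given. The correlation was 0.860 for the Lenti-GFP pair and 0.910 for the Lenti-AS pair, and between 0.837 and 0.879 across groups. The mean within groups exceeded the mean between groups by 0.0190, the largest of the 3 splits, against 0.00678 and -0.0258 for the others. Without Lenti-AS replicate 1 it was -0.0136.

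Regions stronger or weaker in Lenti-AS were then sought with limma on the ranked fold of 46625 regions present in at least 2 lists. With Benjamini-Hochberg adjustment, 0 regions were higher and 0 were lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 1163 regions were higher and 1434 were lower, where 2331 of either direction would be reached by chance with uniform p-values. The split by crossed replicate numbers gave 3915 such regions, more than the 2597 of the groups. That split also parts the deeper library of each group from the shallower. In the other 6 score tables, fitted without a block, the groups had the most such regions of the 3 splits. The alternatives that moved the counts most combined a block with the regions in all 4 lists. The crossed block gave 146 higher and 364 lower regions, and the replicate block 2 higher and 52 lower. These were 2 of the 21 fits of the group comparison, and the other 19 called no region.

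Clusters of neighbouring peaks were counted last. Lenti-GFP replicates 1 and 2 had 53 and 16 clusters, and Lenti-AS replicates 1 and 2 had 53 and 47. The means were 50 ± 4.24 in Lenti-AS and 34.5 ± 26.2 in Lenti-GFP (SD, n = 2 each; exact two-sided permutation p = 1), a difference within the replicate spread. Without Lenti-GFP replicate 2 the difference changed from 15.5 to -3. With gaps of up to 20 kb the means were 1686 ± 72.1 and 1538 ± 916 (SD, n = 2 each; exact permutation p = 1).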

Values the study reported

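The study reported that accessibility at promoters rose at 109 sites and fell at 467 sites with the Egr2 antisense RNA. It counted 309 clusters of cis-regulatory elements on average in control samples and 472 in samples with the antisense RNA.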

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

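Equal depth, leaving out single libraries in the overlap, the rank correlation with its alternatives, the limma fits with theirs, and the alternatives for named regions were chosen after seeing the data.

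The difference in number of peaks kept its direction with a −log10 q of at least 5. Counting every row of the list changed nothing, as no interval was listed more than once, and leaving out Y removed 5 or 6 peaks per list, so neither tests this result. It went from -249 to 4769 at equal depth, where Lenti-GFP replicate 1 was thinned to 42.0% of its pileup. Across the fits that each left out 1 library it ran from -9571 to 9073. The difference in overlap kept its sign with the stricter −log10 q and with reciprocal overlap, which is a share of peaks and not a Jaccard index. The difference in Jaccard index changed sign at equal list sizes (0.00417) and at equal depth (0.00428), and the cause was not tested. In both settings the Lenti-GFP pair still had the lowest index of all pairs (0.616 and 0.579). The Lenti-AS pair had the highest (0.745 and 0.733). Leaving out 1 library gave a difference from -0.118 to 0.102.

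Lenti-AS-only regions rose to 2774 at equal depth, and ran from 1233 to 7009 when 1 library was left out. Lenti-GFP-only regions rose to 1127 at equal list sizes, and ran from 990 to 9512 when 1 library was left out. The highest counts came from leaving out Lenti-GFP replicate 1 and Lenti-GFP replicate 2, respectively. Fewer lists have to meet the rule in these fits, so the rise itself follows from their construction. Other settings for these regions stayed within 1.5 times of the deposited count. The difference in rank correlation kept its sign under ranking by −log10 p and by pileup, and ran from -0.0136 to 0.0536 when 1 library was left out.

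The labels give both groups the replicate numbers 1 and 2 but do not say what a number shares. Deviations of same-numbered libraries from their group means correlated at -0.232 over the tested regions, which gave no sign of a pairing by number. The deeper library was replicate 1 in Lenti-GFP and replicate 2 in Lenti-AS, so this check cannot rule a pairing out. With the replicate block, limma called 0 regions in either direction on regions in at least 2 lists, and 2 higher and 52 lower on regions in all 4 lists. With the crossed pairing as the block it called 0 in either direction on regions in at least 2 lists, and 146 higher and 364 lower on regions in all 4 lists. These were the only fits of the group comparison with calls, 2 of 21 over 7 score tables, and both ranked by fold. The same table called 212 regions for the crossed split with the group as the block, so a block gave calls for a split that is not the treatment as well. The crossed split also parts the deeper from the shallower libraries. A block leaves 1 residual degree of freedom, so these calls rest on little information about the variance of each region. The cause was not tested. Without a block, regions in all 4 lists, ranking by −log10 p, ranking by pileup and equal list sizes each called 0 regions. At an unadjusted p under 0.05 they had 2757, 4129, 4343 and 3592 regions. With uniform p-values, 1589.5, 2331, 2331 and 1852.5 would be reached by chance. The crossed split also exceeded these numbers, with 1833, 2699, 2504 and 2521, and the replicate split stayed below them, with 568 to 1173. No calls are given with 1 library left out, since 1 arm would hold 1 library, and those fits were not made.

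The difference in clusters kept its direction at equal list sizes (9.5), with gaps of 20 kb (148.5) and at equal depth (31). With at least 10 peaks it was 0, as no list held such a cluster, and it ran from -3 to 34 when 1 library was left out. For single named regions, 7 other values moved by more than the replicate spread, 6 of them under ranking by −log10 p. The alternatives listed before the data were examined for promoters, AP-1 genes, Egr2 and the AP-1 motif were not run, for want of an rn6 annotation. The libraries differ in depth, so a peak missing from a shallower list need not mean closed chromatin. The limma fits on regions in at least 2 lists nevertheless placed such a peak at the lowest rank.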

Other observations

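The tests of library depth on the number of peaks and of signal on clusters were written after their results were seen. The comparison of neighbouring regions was itself chosen after seeing the data, and its tests were written before they were run.

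The difference between the groups in strength was alike in neighbouring regions. Over the 31790 shared regions, ranked by recovered summit pileup, the correlation of the difference between adjacent regions was 0.217 ± 0.00775 (jackknife SE over 21 chromosomes). It was 0.104 between regions 20 apart and 0.0376 between regions 100 apart. The other splits gave 0.0204 and 0.0629 for adjacent regions. The 4 contrasts of a Lenti-AS with a Lenti-GFP library ranged from 0.141 to 0.166, against 0.0393 within Lenti-GFP and 0.0545 within Lenti-AS. The difference also followed the number of regions within 500 kb (Spearman's rho 0.339 across regions, which are not independent replicates). The other splits gave -0.0115 and 0.102, and the contrasts across groups 0.208 to 0.310. Replicate 2 minus replicate 1 gave 0.0735 in Lenti-GFP and -0.0903 in Lenti-AS. Within each group, the library with more signal above background thus ranked higher where regions were dense. Among the 10% of regions with the most neighbours 72.3% ranked higher in Lenti-AS, and among the 10% with the fewest 25.3%.

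For the ranking by pileup, sequencing depth is argued against as the source. The Lenti-GFP libraries differ most in depth, yet their contrast had a neighbour correlation of 0.0393, below the 0.141 of the replicates 2 of both groups. Signal above background is argued against in the same way, since the larger value within a group was 0.0545 although those libraries differ more in signal. With fold over local background this order reversed, with 0.0778 within Lenti-GFP and 0.0541 for the replicates 2 of both groups. Both arguments are therefore limited to the pileup ranking. Removing the trend on region density left 0.119, and centring each chromosome left 0.197, both above the 0.0629 of the next split by more than 2 standard errors, so neither accounts for all of it. Regional background stays open: with fold over local background in place of pileup the correlation was 0.0747 ± 0.00787 (jackknife SE), which exceeded the 0.0744 of another split by less than that error. The pattern may therefore come from a difference in background around peaks. A regional change in accessibility that raised peaks and their surroundings alike would be removed by that ranking too, so an effect of the antisense RNA also stays open, untested. The labels give no batch, and with 2 libraries per group any shared handling of a group cannot be told apart from the treatment.

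Lenti-GFP replicate 1 had the longest list, and depth is a candidate explanation. Thinned to the genome-wide background per bp of the shallowest library, which leaves differences in signal, it held 41993 peaks, fewer than the 43950 of Lenti-AS replicate 2. No biological explanation was tested.

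At equal list sizes with gaps of up to 20 kb, both Lenti-AS lists had more clusters (1064 and 1004) than both Lenti-GFP lists (762 and 890; exact two-sided permutation p = 0.333, n = 2 each). With gaps of up to 5 kb Lenti-AS replicate 2 and Lenti-GFP replicate 2 both had 16. At equal depth the groups were apart with either gap: with 5 kb the Lenti-AS lists had 52.9 and 39.6 clusters against 14.5 and 16 in Lenti-GFP, and with 20 kb they had 1629 and 1579 against 1152 and 890, as means over the draws. Signal above background was weighed by the order of the libraries. At equal list sizes with 20 kb gaps, 4 of the 4 libraries had the same place by clusters as by summit pileup over background. That order was found in 2 of the 4 settings, and at equal depth with 20 kb gaps the Lenti-GFP libraries changed places. Both Lenti-AS libraries also have the higher signal, so signal above background and the treatment cannot be told apart for these clusters.

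The mean number of clusters here was 34.5 in Lenti-GFP and 50 in Lenti-AS. Both are lower than the values quoted from the study above, where clusters were defined by another rule. With gaps of up to 20 kb the means were 1538 and 1686. Both of these are higher than the quoted values, so the direction depends on the gap. The numbers of promoter sites quoted there have no counterpart here, since promoters were not analysed here.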
